# Comparative Analysis of Histone H3K4me3 Distribution in Mouse Liver in Different Diets Reveals the Epigenetic Efficacy of Cyanidin-3-*O*-glucoside Dietary Intake

**DOI:** 10.3390/ijms22126503

**Published:** 2021-06-17

**Authors:** Giuseppe Persico, Francesca Casciaro, Alessandra Marinelli, Chiara Tonelli, Katia Petroni, Marco Giorgio

**Keywords:** diets, functional food, anthocyanins, epigenetics, histone modifications, mouse liver

## Abstract

Background: Different diets result in significantly different phenotypes through metabolic and genomic reprogramming. Epigenetic marks, identified in humans and mouse models through caloric restriction, a high-fat diet or the intake of specific bioactives, suggest that genomic reprogramming drives this metabolic reprogramming and mediates the effect of nutrition on health. Histone modifications encode the epigenetic signal, which adapts genome functions to environmental conditions, including diets, by tuning the structure and properties of chromatin. To date, the effect of different diets on the genome-wide distribution of critical histone marks has not been determined. Methods: Using chromatin immunoprecipitation sequencing, we investigated the distribution of the trimethylation of lysine 4 of histone H3 in the liver of mice fed for one year with five different diets, including: chow containing yellow corn powder as an extra source of plant bioactives or specifically enriched with cyanidin-3-*O*-Glucoside, high-fat-enriched obesogenic diets, and caloric-restricted pro-longevity diets. Conclusions: Comparison of the resulting histone mark profiles revealed that functional food containing cyanidin determines a broad effect.

## 1. Introduction

Diet is among the most effective environmental factors in inducing phenotypic changes. Caloric restriction (CR) and high-fat (HF) diets are significant examples: CR increases longevity and retards aging in a variety of organisms [1], whereas a long-term, high-fat-enriched diet induces well-known pathological traits in mammals [2,3]. Epigenetic mechanisms have been hypothesized to mediate the biological effects of diet, including regulation of the incidence of aging-associated diseases and life span [4,5].

Histone tail modifications are covalent reversible post-translational modifications that regulate chromatin structure and affect genome functions, particularly gene expression and DNA repair. Hundreds of histone modifications have been identified regulating chromatin states and genome functions [6]. The trimethylation of lysine 4 of histone H3 (H3K4me3) is an extensively investigated histone modification involved in the chromatin remodeling of processes associated with transcription and frequent on the promoters of actively transcribed genes in the mouse [7] and humans [8].

As observed for diets based on the restriction or variation in macronutrient composition, preclinical studies suggest that the dietary intake of polyphenols impacts the onset and progression of several diseases through epigenetic mechanisms, including targeting histone modifier enzymes [9]. Cyanidin-3-*O*-glucoside (C3G) is the most abundant among the anthocyanins, a class of plant flavonoids present in the human diet. C3G is abundant in fresh fruits, such as grapes, berries, blood oranges, peaches, and apples, and derived beverages or pigmented cereals, such as rice and corn with the typical purple color [10,11].

Several preclinical studies have established that C3G dietary intake induces healthy effects such as: anti-obesity and anti-inflammatory [12,13,14], anti-cancer [15], and cardio [16] and neuroprotective [17,18]. At the biochemical level, C3G and its metabolites are shown to target a variety of regulatory pathways within cells: AMPK-mTOR-S6K [19], Cox2 [20], NF-kB [21], Caspases/PARP [22], Stat/Vegf [23], and Sirtuin 1 [24]. In laboratory mice, the transcription profiles of skeletal muscle [25], liver [26], fat [27], retina [28], and heart cells [29] were consistently found to be largely influenced by the dietary intake of C3G.

Despite the abundance of biological effects attributed to polyphenols and their similarities with the effect of caloric restriction or high-fat diets, a comparative study of the effects of different diets on the distribution of histone marks is not yet available.

## 2. Results

### 2.1. Yellow and Purple Corn Diets Did Not Affect Body Weight

Fifteen C57Bl/6J females, belonging to six litters, were randomly divided into five groups (*n* = 3 mice/group) at the age of three months, and each group was fed for ten months with the following five different diets: (1) caloric restriction (CR), (2) high-fat-diet ad libitum (HF), (3) purple corn-based ad libitum (RD), (4) yellow corn-based ad libitum (YD), and (5) standard diet ad libitum (SD).

More specifically, we compared a flavonoid-rich diet, including ACNs from *B1 Pl1* purple corn (RD), with a flavonoid-rich ACN-free diet from *b1 pl1* yellow corn (YD) using near-isogenic corn lines, to determine the effect of dietary ACNs on H3K4me3 epigenetic marks. Previous HPLC analysis of the anthocyanin composition of *B1 Pl1* seeds showed mostly cyanidin 3-*O*-glucoside (C3G) and its malonyl derivatives, whereas *b1 pl1* seeds were devoid of anthocyanins. Apart from ACNs, a comparable total amount of flavonoids is present in purple and yellow corn [16].

At the end of each dietary treatment, body weight in the SD, YD, and RD groups was significantly greater than that in the CR group and lower compared to the HF group as expected, whereas no differences were noticed among the SD, YD, and RD groups (Figure 1A). Food intake was 30% lower in the CR group compared to the HF, SD, YD, and RD groups but did not differ among the HF, SD, YD, and RD groups (Figure 1B).

### 2.2. H3K4me3 Peak Distribution Is Affected by the Different Diets

Chromatin was isolated using the PAT-ChIP procedure [30] from four serial sections of formalin-fixed, paraffin-embedded (FFPE) livers and immunoselected with the anti-H3K4me3 antibody. Purified DNA was used for library preparation and then sequenced in 50 bp single-read mode on a HiSeq 2000 sequencer. Aligned and filtered reads were taken into account to identify enriched regions (peaks) using SICER2.

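The peaks of all 15 samples, 1 library per mouse and 3 mice per diet, were taken from the SICER2 peak lists that the authors deposited, with 1 list per library and no pooling of replicates. PAT-ChIP is chromatin immunoprecipitation from formalin-fixed, paraffin-embedded tissue. The paper gives an age of 3 months at the start of the diets and 10 months of feeding, while the sample labels give an age of 12 months. SICER2 counts reads in windows of 200 bp, joins enriched windows separated by gaps of up to 400 bp into a peak (an island), and gives each peak a score. The score is the sum over its enriched windows of minus the natural log of the Poisson probability of the read count, given the mean reads per window of that library. The scores are the authors' and served only to rank and filter peaks within a list. Read counts per peak and an input control were not used here. The scores of peaks that span a single window rise in steps of 1 read, and from these steps the mean reads per window and the number of reads behind each list were recovered. With SICER2's effective genome fraction of 0.74 taken for mm10, the recovered number lay within 0.00046 of a whole number in all 15 libraries. It ranged from 6541539 to 10714462 reads in the SD group with a median of 9547841, and from 5589269 to 9919067 in the CR group with a median of 8716790. The range was 9749186 to 11548776 in the HF group with a median of 10176232, 8337057 to 15449854 in the YD group with a median of 9445807, and 9237277 to 13978169 in the RD group with a median of 9318315. Peaks were compared by presence and overlap in mm10 coordinates, so that a difference in height at a peak present in both groups was not measured. TSSs were those of the GENCODE M21 annotation on chromosomes 1 to 19 and X, with 53843 genes, of which 21755 are protein-coding. The names of 5 libraries (CR_1, CR_2, HF_2, HF_3 and RD_1) carry the word PATChIP and those of the other 10 carry ChIP. The main comparisons per library of peak number, share of peaks at promoters and share of genes with a peak were repeated within these forms of name. Those in the gene lists were not. All YD and SD libraries have the ChIP form, which leaves only 1 or 2 libraries each of CR, HF and RD, too few to recount gained and lost regions within it. Errors after ± are standard deviations between mice. The choices that could change the values are the number and width of the peaks kept, the distance to the TSS and the number of mice in which a region had to be present.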

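The lists held 23107, 14681 and 10501 peaks in the SD mice, 14446, 14727 and 33752 in the CR mice, and 21280, 21310 and 13499 in the HF mice. The YD mice had 7825, 9405 and 10906 peaks and the RD mice 14454, 32131 and 12658. The mean was 9379 ± 1541 peaks (SD, n = 3) in the YD group and 18879 ± 7618 (SD, n = 12) over the mice of the other diets, a difference of -9500.2 peaks (two-sided exact permutation test over all arrangements of the labels, p = 0.0440). Labels permuted only among mice with the same replicate number gave p = 0.064 (exact permutation test over 125 arrangements). Same-numbered mice of different diets are different animals, and the correlation of their deviations from the diet means was -0.216. Against single diets the difference was -6717.7 peaks for SD (exact permutation p = 0.2), -11596.3 for CR, -9317.7 for HF and -10369 for RD (exact permutation p = 0.1 for each of these 3, the smallest p that 3 mice against 3 allow). The SD_3 list was shorter than the YD_3 list. Among the 10 libraries with the ChIP form of name, which include all YD libraries, the difference was -11779.9 peaks (exact permutation test, 3 against 7 libraries, p = 0.0583). The PATChIP form of name includes no YD library. The length covered by peaks was the alternative that moved the result most, with -22.8 Mb for YD against the other diets (exact permutation test, p = 0.108). Peak number and recovered reads had a Pearson r of 0.153 (permutation p = 0.585) and a Spearman rho of 0.214 (permutation p = 0.443) over the 15 libraries, with adjusted p of 0.976 and 0.549 over the 5 relations computed. Without YD_1 and RD_2, the libraries farthest from the median depth, r was 0.202. Within the ChIP form of name (10 libraries), r was 0.142 (permutation p = 0.715) and rho 0.103 (permutation p = 0.785), and the PATChIP form has too few libraries for a correlation. YD_1 had the most reads and the fewest peaks.

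**Figure D1:**
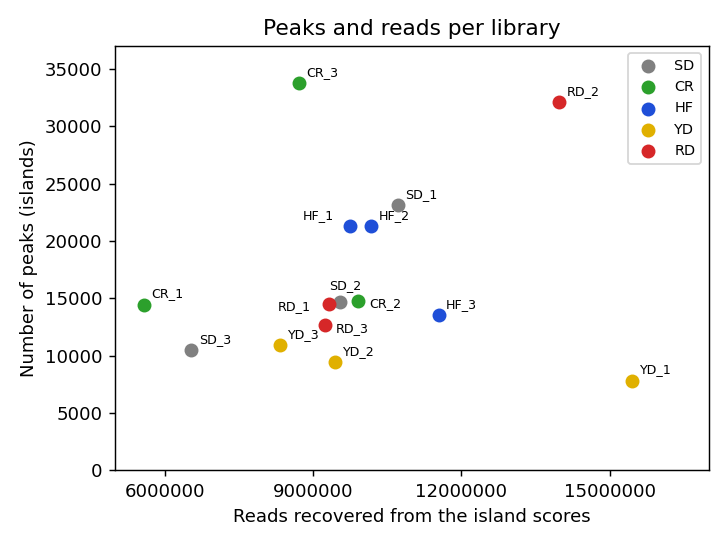
Number of peaks (vertical axis) against the number of reads recovered from the peak scores (horizontal axis) in each of the 15 libraries, with 1 point per mouse coloured by diet. The 3 YD libraries have 7825 to 10906 peaks at 8337057 to 15449854 reads.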

The peak calling showed a discrete difference among samples in each group, while a discrete homogeneity among groups was observed, with the exception of YD, which resulted in a significantly lower number of assigned peaks than the other groups (Figure 2A). To further investigate the distribution of the identified peaks in the genome, we merged the replicate peak lists from each group into a unique file using bedtools, and we annotated them using ChIPseeker. 

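The peaks of the 3 mice of each diet were merged where they overlapped or touched, and a merged peak was assigned to a promoter when a TSS of any annotated gene lay within 1 kb of it. This gave 29213 merged peaks for SD, 39203 for CR, 29593 for HF, 17796 for YD and 40239 for RD. The promoter share was 37.5% in SD, 30.6% in CR, 44.2% in HF, 40.1% in YD and 24.6% in RD, with a mean of 35.4% ± 7.82 (SD, n = 5 diets). A merged list gives 1 value per diet and no replicate error. A further 16.2% (SD) to 17.8% (RD) of the merged peaks lay inside genes away from a promoter, and the rest, from 39.1% in HF to 57.6% in RD, were intergenic. With TSSs of protein-coding genes only, the promoter shares were 33.6% in SD, 26.9% in CR, 39.9% in HF, 36.5% in YD and 20.7% in RD. Merged peaks found only in the longest of the 3 lists made up 41.9% of the SD peaks, 49.6% of the CR peaks, 26.4% of the HF peaks, 33.4% of the YD peaks and 52.4% of the RD peaks. Restricting the merged peaks to those present in at least 2 of 3 mice moved the shares of SD, YD and RD most, to 78.95%, 75.6% and 57.1%. The same number of highest-scoring peaks from each list moved those of CR and HF most, to 76.2% and 87.4%.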

Around 1/3 of the annotated peaks fell within the promoter regions in all conditions (average value 31.2), but with some differences. 

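In single libraries the share of peaks within 1 kb of a TSS was 57.9%, 49.2% and 81.8% in the HF mice and 45.2%, 25.0% and 45.6% in the RD mice. The HF mean of 62.9% ± 16.9 (SD, n = 3) exceeded the mean of the other diets, 49.1% ± 13.9 (SD, n = 12), by 13.9 percentage points (two-sided exact permutation test over all arrangements of the labels, p = 0.169). The RD mean of 38.6% ± 11.8 (SD, n = 3) differed from the mean of the other diets, 55.2% ± 14.2 (SD, n = 12), by -16.5 percentage points (same exact permutation test, p = 0.0813). Neither difference passed the threshold of 0.05, and the spread among the 12 other mice includes differences between their diets. With labels permuted within replicate numbers, p was 0.232 for HF and 0.12 for RD (exact permutation tests over 125 arrangements), and same-numbered mice had a correlation of -0.249 in this share. Within the forms of library name, HF differed by 10.6 points among the ChIP names (1 against 9 libraries, exact permutation p = 0.7) and by 10.9 points among the PATChIP names (2 against 3, exact permutation p = 0.6). RD differed by -16.2 points (2 against 8, exact permutation p = 0.178) and -17.2 points (1 against 4, exact permutation p = 0.4). Taking the 7825 highest-scoring peaks of each list, as many as the shortest holds, raised the HF difference to 23.9 points (exact permutation p = 0.0286). The RD_2 list had 24087 peaks away from promoters, which covered 79.6 Mb, against 7922 in RD_1 and 6884 in RD_3. With the longest list of every diet left out, which is RD_2 in RD, the merged promoter share of RD was 38.5% and that of the other diets 51.3% (CR) to 56.5% (HF).

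**Figure D2:**
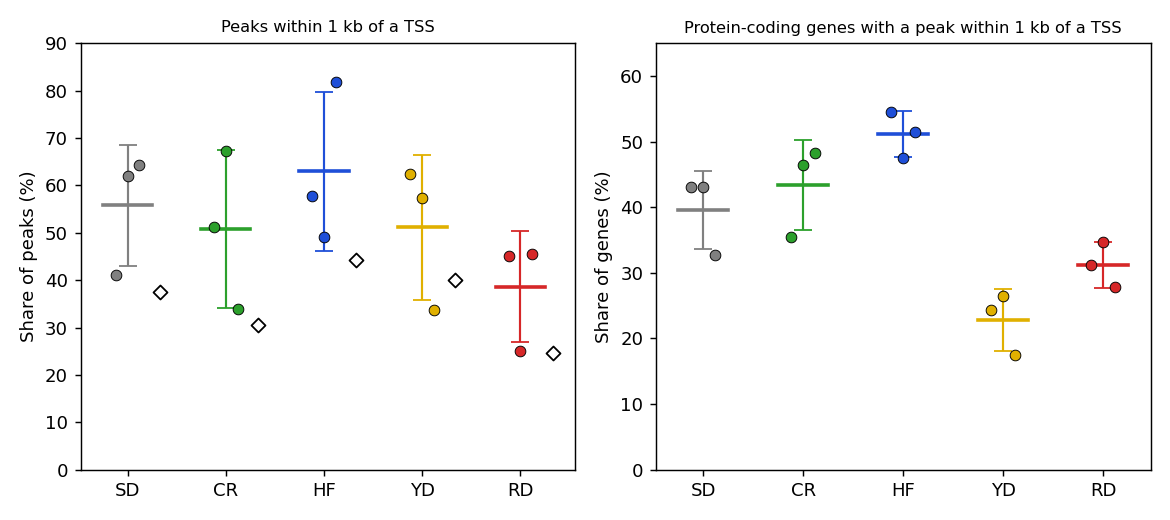
Left, share of peaks within 1 kb of a TSS in each library (points, 3 mice per diet), with the diet mean (line), its SD (bars) and the share of the merged peaks of the diet (open diamond), in percent. Right, share of protein-coding genes with a peak within 1 kb of a TSS, in percent, with the same points, lines and bars. The RD diamond lies at the level of RD_2, below the other RD mice.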

In fact, the annotated peaks of the HF and RD diets were more distributed compared to the average value, with 40.2% and 20.6% of their peaks annotated on promoters, respectively (Figure 2B). Gene set enrichment with ChIPEnrich revealed that the majority of annotated peaks (excluding the ones marked as distal intergenic) localized within genes of metabolism (Figure 2C).

### 2.3. Comparison of the H3K4me3 Profiles Distinguished YD and RD from the Other Diets

We estimated sample heterogeneity using principal component analysis (PCA). As reported in Figure 3A, the first and second components showed 40% and 9% of the variance, respectively. 

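A PCA of the deposited lists was computed on the presence or absence of a peak in 20170 regions, those with a peak in at least 2 of 3 mice of at least 1 diet, with each region centred over the 15 libraries. The first component held 24.3% of the variance and the second 14.2%. The signal within peaks, which read counts would give, does not enter this PCA. The first component followed the share of protein-coding genes with a peak (Pearson r = -0.988 over the 15 libraries, a description of the component). The second was set mainly by RD_2, at 56.95, and HF_3, at -32.3. Leaving out RD_2 changed the shares most among the fits without 1 library, to 29.5% and 10.2%.

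**Figure D3:**
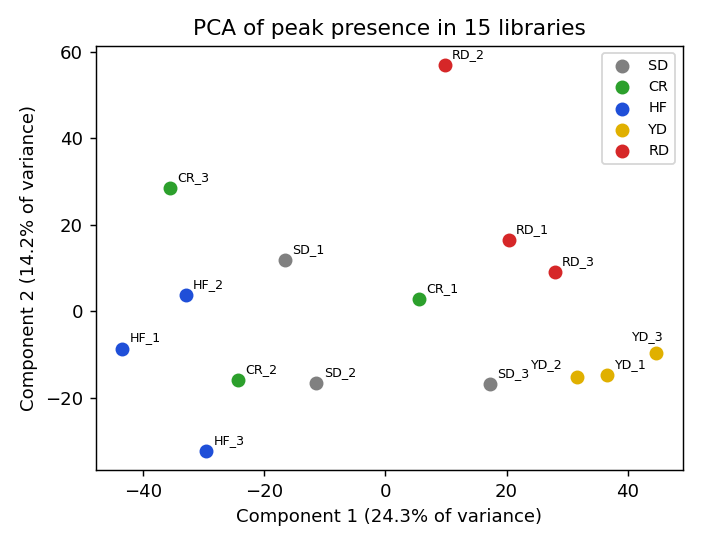
Scores of the 15 libraries on the first (horizontal axis) and second (vertical axis) components of the PCA of peak presence, in units of the centred presence matrix, with 1 point per mouse coloured by diet. The YD mice lie between 31.6 and 44.7 on the first component and the HF mice between -43.5 and -29.6.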

The degree of variability among samples was greater in the CR and HF samples with respect to the SD and flavonoid-rich diet samples (YD and RD), which showed a low degree of variability among replicates. 

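The similarity of the replicates was also measured by the Jaccard index of covered bases, the length shared by a pair of lists divided by the length that either covers. Its mean over the 3 pairs of mice within a diet was 0.374 in HF, 0.273 in CR, 0.270 in SD, 0.215 in YD and 0.167 in RD. Pairs ranged from 0.339 to 0.418 in HF and from 0.127 to 0.237 in RD. The mean over all within-diet pairs was 0.259 and over between-diet pairs 0.235 (one-sided permutation test of the within-diet mean with 100000 permutations, p = 0.0127). The mean distance between replicates on the first 2 components of peak presence was 43.2 in CR, 34.6 in RD, 33.9 in SD, 26.6 in HF and 9.61 in YD. By this distance the YD mice were the closest to each other and the CR mice the farthest apart, while by shared bases the HF lists were the most alike and the RD lists the least. The Jaccard index is limited where lists differ in covered length. RD_2 covered 101 Mb, against 24.9 Mb in RD_1 and 21.8 Mb in RD_3, so pairs with RD_2 could not reach a high index. With 3 mice per diet, differences in spread between diets were described and not tested.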

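The Jaccard index between a YD list and an RD list was 0.189 on average over the 9 pairs and ranged from 0.0876 to 0.260. The mean distance between the 2 diets exceeded the mean distance within them by 0.00181. Of the 10 ways to split these 6 mice into 3 and 3, the split by diet included, 5 gave a separation at least as large (one-sided exact permutation p = 0.5, where 0.1 is the smallest p possible). Without 1 of the mice, the separation ranged from -0.0190 to 0.0248. On the first component of peak presence, the YD mice (37.6 ± 6.60, SD, n = 3) and the RD mice (19.4 ± 9.16, SD, n = 3) did not overlap, with the highest RD score at 28.0 and the lowest YD score at 31.6.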

In particular, no cluster could be identified between YD and RD.

Further investigation of sample heterogeneity was carried out on the distribution of the H3K4me3 signal on the transcription start sites (TSSs) of the 1000 most expressed genes in mouse liver, comparing it with the signal of the TSSs of 1000 unexpressed genes. 

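The lists hold no signal profile, so active genes were represented by the presence of a peak within 1 kb of a TSS of 50 genes known for hepatocyte function. Unexpressed genes were represented by 1134 olfactory receptor genes, whose expression was not measured. The hepatocyte list was written by hand and is not the set of 1000 genes in the paper. Over the 15 libraries, 44.7 ± 5.73 of the 50 hepatocyte genes (89.3% ± 11.5, SD, n = 15) and 32.7 ± 41.6 of the olfactory receptor genes (2.89% ± 3.67, SD, n = 15) had a peak. By diet, the hepatocyte genes with a peak numbered 48.3 ± 1.15 in HF, 48 ± 2.65 in SD, 44.7 ± 4.93 in CR, 44 ± 4.36 in RD and 38.3 ± 8.96 in YD (SD, n = 3 each). The fewest, 28, were in YD_3. The olfactory receptor genes with a peak ranged from 2 in HF_3 to 151 in RD_2.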

As expected, because H3K4me3 is a histone modification associated with the promoters of active genes, all groups showed a high signal level on the TSSs of selected active genes (Figure 3B). 

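A peak within 1 kb of a TSS was found at 54.6%, 47.6% and 51.5% of the 21755 protein-coding genes in the HF mice, a mean of 51.2% ± 3.53 (SD, n = 3). The mean of the other diets was 34.3% ± 9.51 (SD, n = 12), a difference of 17.0 percentage points (two-sided exact permutation test over all arrangements of the labels, p = 0.0110). The spread among these 12 mice includes differences between their diets, from a mean of 22.8% in YD to 43.4% in CR. The test therefore does not measure the spread between replicates alone. Against single diets the difference was 11.6 points for SD, 28.4 for YD and 20.0 for RD, each with no overlap between mice (exact permutation p = 0.1, the smallest that 3 against 3 allow), and 7.84 points for CR (exact permutation p = 0.2). The difference was 21.5 points among libraries with the ChIP form of name (1 against 9, exact permutation p = 0.1) and 11.8 points among those with the PATChIP form (2 against 3, exact permutation p = 0.2), where 0.1 is the smallest p in both. Counting all 53843 annotated genes moved the size of the difference most, to 8.45 points (exact permutation p = 0.0132). Without HF_1 it was 15.3 points and no longer under 0.05 (exact permutation p = 0.0549). Against recovered reads the share had a Pearson r of 0.000465 (permutation p = 0.999) and a Spearman rho of 0.232 (permutation p = 0.405). The adjusted p was 0.999 and 0.549 over 5 relations, and without YD_1 and RD_2 r was 0.457 (permutation p = 0.118), so the value near 0 rests on these libraries. Within the ChIP form of name (10 libraries), r was -0.115 (permutation p = 0.747) and rho 0.152 (permutation p = 0.682).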

In particular, the HF samples showed a higher signal than the other groups. The SD and CR groups displayed a comparable intermediate curve, while the RD and YD groups showed lower values.

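By the same measure, peaks marked 39.6% ± 5.98 of the protein-coding genes in SD, 43.4% ± 6.92 in CR, 31.2% ± 3.46 in RD and 22.8% ± 4.69 in YD (SD, n = 3 each). CR and SD differed by 3.77 percentage points, less than their replicates did (exact permutation p = 0.5). The 6 RD and YD mice together differed from the 6 SD and CR mice by -14.5 points (two-sided exact permutation test over 924 arrangements, p = 0.00433). Taken alone against SD, YD differed by -16.8 points with no overlap between mice (exact permutation p = 0.1, the smallest possible) and RD by -8.38 points (exact permutation p = 0.2). SD_3, at 32.7%, was below RD_2, at 34.7%. The numbers in the names of the YD libraries and RD_2 are consecutive, as are those of RD_1 and RD_3. Libraries made together could share a low value, so the difference of RD and YD cannot be told apart from this. Among libraries with the ChIP form of name, YD differed from the rest by -17.8 points (3 against 7, exact permutation p = 0.025) and RD by -4.98 points (2 against 8, exact permutation p = 0.644). RD_1, the only RD library with the PATChIP form, differed from the 4 others of that form by -14.1 points (exact permutation p = 0.2, the smallest possible). The difference of RD and YD from SD and CR was -15.6 points within the ChIP form (5 against 4 libraries, exact permutation p = 0.0238) and -9.81 points within the PATChIP form (1 against 2, exact permutation p = 0.667).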

### 2.4. Purple Corn Diet Affected H3K4me3 Signals on Promoters

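Differential binding with DiffBind needs reads and was not repeated. From the lists, a region was counted as gained in a diet when at least 2 of its 3 mice and no mouse of the other diet had a peak there, and as lost in the reverse case, after the presence rule that the paper used for its consensus peaks. Against SD, 2313 regions were gained and 1248 lost in RD, 249 gained and 2975 lost in YD, 2206 gained and 562 lost in HF, and 2005 gained and 509 lost in CR. The sum of gained and lost regions was 3561 for RD, 3224 for YD, 2768 for HF and 2514 for CR. Presence in 3 of 3 against 0 of 3 mice has a Fisher exact p of 0.1, so no single region can pass an FDR of 0.05. The same counts were made for all 10 splits of the 6 mice into 3 and 3. No other split gave as many regions as the split by diet for YD, whose other splits reached 2738. For RD, CR and HF, other splits reached 5196, 4242 and 3178 regions. Requiring a peak in all 3 mice changed the counts most, to 431 regions for RD, 805 for YD, 577 for HF and 200 for CR.

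**Figure D4:**
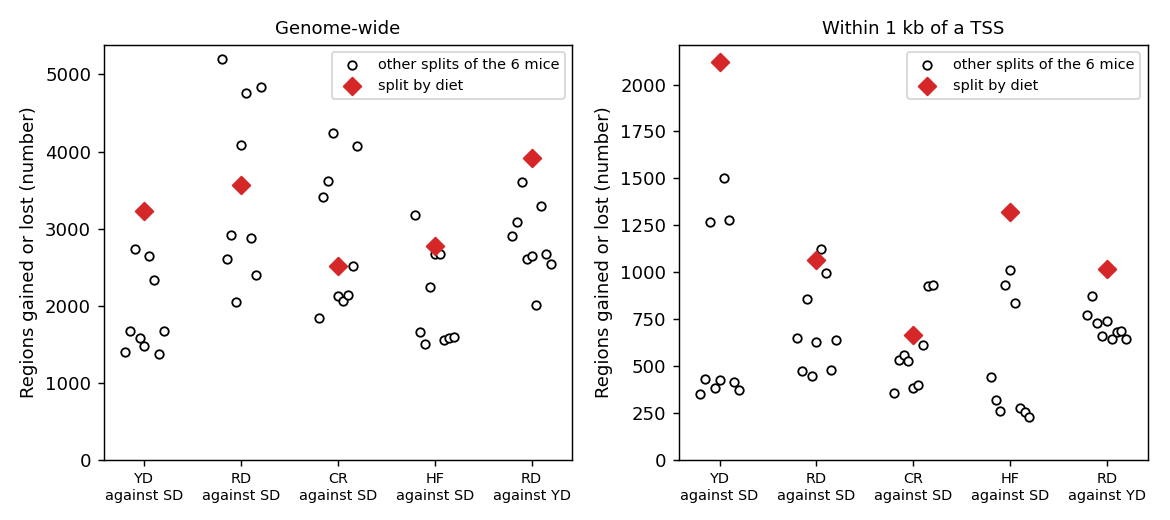
Number of regions gained or lost (vertical axes) for each comparison of diets, genome-wide (left) and within 1 kb of a TSS (right). Red diamonds are the split of the 6 mice by diet, and open circles are the 9 other splits into 3 and 3. The diamond lies above every circle for YD against SD in both panels, and inside the range of the circles for RD against SD.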

Differential binding comparisons among the diets revealed several different peaks distributed genome-wide (Figure 4A). To reveal the differences in H3K4me3 distribution within the promoters induced by the different diets, the SD was set as the reference and comparison with other diets was performed. 

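Of the regions gained or lost against SD, those within 1 kb of a TSS numbered 1067 in RD (166 gained and 901 lost), 2118 in YD (20 gained and 2098 lost), 1322 in HF (1281 gained and 41 lost) and 663 in CR (559 gained and 104 lost). Among the other splits of the same 6 mice, the largest promoter count was 1126 for RD, 1500 for YD, 1014 for HF and 934 for CR. With the same number of highest-scoring peaks taken from each list, RD had the most promoter regions gained or lost, 1038, followed by YD with 988, HF with 563 and CR with 551. With a peak in all 3 mice of one diet and none of the other, the promoter regions numbered 247 in RD, of which 20 were gained, and 734 in YD, of which 1 was gained. The 3 widest of the promoter regions gained in RD by this rule (mm10 coordinates) spanned the TSS of the olfactory receptor gene Olfr1107 on chromosome 2 from 87075201 to 87083400, with a mean peak width of 3800 bp in the RD mice, the processed pseudogene Gm11406 on chromosome 4 from 80439001 to 80445200 (2867 bp), and the vomeronasal receptor gene Vmn1r46 on chromosome 6 from 89975801 to 89981200 (2867 bp). The 3 widest lost regions spanned the TSS of the protein-coding genes Myo1c on chromosome 11 from 75650601 to 75656800, with a mean width of 3800 bp in the SD mice, Nr4a3 on chromosome 4 from 48042201 to 48047000 (3067 bp) and Dsg2 on chromosome 18 from 20556401 to 20561000 (3000 bp). The mean widths at the gained regions rest on RD_2, with 8200 bp at Olfr1107, 5200 bp at Gm11406 and 4800 bp at Vmn1r46. In RD_1 and RD_3 these peaks were 1000 to 2200 bp wide. Olfr1107 and Gm11406 also had a peak in 1 CR mouse each. All 3 lost regions also had a peak in each CR and HF mouse, and Myo1c and Nr4a3 in 1 YD mouse. With the same number of highest-scoring peaks from each list, the number of RD mice minus SD mice with a peak was 2 at Olfr1107, 1 at Gm11406, -1 at Myo1c and -2 at Dsg2, while Vmn1r46 stayed at 3 and Nr4a3 at -3. From its count of differentially bound promoters, the paper concludes that the RD redistributed the mark the most.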

Differential bound (DB) sites with a false discovery rate (FDR) < 0.05 were taken into account, showing that the RD was the most impactful diet in redistributing H3K4me3 through the promoter regions (Figure 4B).

To describe the functional link among these diet-marked promoters, ingenuity pathway analysis (IPA) was performed on all four comparisons. 

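For the integrin-linked kinase (ILK), 8 genes of the kinase and its binding partners were listed by hand. They are fewer than the pathway set of the IPA software, which was not used here. A peak lay within 1 kb of a TSS of 5 ± 1 of the 8 genes in the RD mice and 6 ± 1 in the SD mice (SD, n = 3 each), a difference of -1 gene (two-sided exact permutation p = 0.5, with 0.1 the smallest possible). YD mice had 3 ± 1, CR mice 6.33 ± 0.577 and HF mice 7.33 ± 0.577 of these genes (SD, n = 3 each). Ilk itself, on chromosome 7 from 105736592 to 105742925 (mm10), had a peak in all 3 mice of every diet. Parva, on chromosome 7 from 112427505 to 112591692, had a peak in 3 SD mice, 1 RD mouse and 0 YD mice. Among 10000 random lists of 8 genes matched on the number of libraries with a peak, a comparison chosen after the data were seen, the difference between RD and SD stood at the percentile 62.2.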

As shown in Figure 4C, the comparison of RD with respect to SD resulted in both a significant *O*-value and z-score for the regulatory regions of loci involved in different signaling pathways; among these, the integrin-linked kinase signaling was the most affected.

### 2.5. Gene Set Enrichment Analysis Highlights C3G-Specific Effect

To evaluate the extent of the H3K4me3 reshaping induced by the C3G-enriched diet with respect to the other diets, we performed gene set enrichment analysis (GSEA) on genes whose H3K4me3 signal around the TSSs was above 1 rpkm in at least one of the samples to avoid background signal. With this tool, the largest number of patterns integrating all the functions of TSSs/genes were identified for an RD effect (Figure 5). 

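Enzymes of pyruvate metabolism (35 genes) and of glycine, serine and threonine metabolism (35 genes) were listed by hand. They stand for, and are not, the KEGG sets of Fig. 5. Of the pyruvate genes, 15.7 ± 2.08 had a peak within 1 kb of a TSS in the RD mice, 24.3 ± 5.51 in the SD mice and 15.3 ± 2.31 in the YD mice (SD, n = 3 each). The difference was -8.67 genes between RD and SD (two-sided exact permutation p = 0.2) and 0.333 between RD and YD (exact permutation p = 1). Of the glycine, serine and threonine genes, 14.7 ± 3.06 had a peak in RD, 22 ± 2 in SD and 15 ± 4.58 in YD (SD, n = 3 each), a difference of -7.33 genes between RD and SD (exact permutation p = 0.1, the smallest possible) and -0.333 between RD and YD (exact permutation p = 1). Because RD lists mark fewer genes than SD lists and more than YD lists on average, each difference was placed among 10000 random lists of 35 genes matched on the number of libraries with a peak, which was decided after the data were seen. For RD against SD the percentile was 2.99 for pyruvate and 2.2 for glycine, serine and threonine, and for RD against YD it was 0.56 and 0.07. Genes are not replicates, and these percentiles describe these libraries. A peak in every SD mouse and no RD mouse was found at 5 of the listed genes. They were Pck1 on chromosome 2 from 173153048 to 173159273 (mm10), Acyp1 on chromosome 12 from 85272398 to 85288438, Pklr on chromosome 3 from 89136142 to 89146784, Chdh on chromosome 14 from 30009023 to 30040527 and Shmt2 on chromosome 10 from 127517123 to 127522444. Each had a peak in 2 CR mice and 3 HF mice. In the YD group, Shmt2 had a peak in 3 mice, Pck1 and Pklr in 1, and Acyp1 and Chdh in 0. With the same number of highest-scoring peaks per list, the number of RD mice minus SD mice with a peak was 0 at Pklr, -1 at Chdh and Shmt2 and -2 at Pck1 and Acyp1. When the TSS had to lie inside a peak, this number was -1 at Pck1 and -2 at Chdh, and stayed at -3 at Acyp1, Pklr and Shmt2. With peaks at least 600 bp wide it was -2 at Acyp1 and stayed at -3 at the others.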

In particular, the loci associated with pyruvate and amino acid metabolism were specifically targeted by H3K4 trimethylation in the RD group.

## 3. Discussion

Nutritional epigenetics is a growing field of investigation focused on the deeper interaction between diet and the genome. According to the “nutraepigenomics” hypothesis, variation in macro- and micronutrient intake can imprint diet-specific epigenetic signatures that can ultimately affect tissue function and even be transmitted to progeny [31]. In particular, the dietary intake of plant bioactives, such as: genistein, epigallocatechin-3-gallate, curcumin, resveratrol, indole-3-carbinol, and phenylisothiocyanate, was found to impact the histone code [32].

The current study aimed to disclose the effect of dietary intake of C3G on the H3K4me3 epigenetic signal in the liver and compare such a C3G-induced H3K4me3 profile with low-calorie and high-fat diets profiles. For this, we compared the H3K4me3 genome-wide distribution induced by standard (SD), low-calorie (CR), and obesogenic diets (HF) with two functional foods: one with a higher content of flavonoids, except C3G from yellow corn (YD), and the other enriched in C3G from purple corn (RD).

The content of C3G in human foods ranges from a few to hundreds of milligrams/100 g (http://phenol-explorer.eu). This is effective to achieve a plasmatic concentration of 0.1–0.5 ng C3G/mL enduring for hours after a meal [33]. However, C3G is catabolized in the gut, leading to a number of bioactive phenolic metabolites, such as protocatechuic, hippuric, vanillic, and ferulic acids, which are absorbed together with undegraded C3G and may impact phenotype [34]. Using the same isogenic anthocyanin-enriched plant materials described here, providing approximately 12–36 mg/kg of body weight/day of C3G to mice, we have previously demonstrated that dietary intake of C3G from corn reduced myocardial injury in ischemia/reperfusion induced by doxorubicin [16,35]. Interestingly, the purple corn diet was also found to induce a long-lasting reprogramming of adipose tissue macrophages toward the anti-inflammatory phenotype, even when cells were isolated from their physiological microenvironment, suggesting the potent epigenetic effect of C3G dietary intake [14].

The results reported here establish that, after ten months of treatment of mice with different diets, C3G and the corn matrix remodel H3K4me3 in the liver chromatin. Analysis of the H3K4me3 peak distributions in the different diets shows significant differences. The YD and RD profiles segregate from the others, and annotated peaks associate with genes belonging to some specific metabolic processes. 

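On the first component of peak presence, the 6 YD and RD mice scored 47.5 higher on average than the 9 mice of the other diets (two-sided permutation test over all 5005 arrangements, exact p = 0.000799), a comparison chosen after the data were seen. Within the ChIP form of library name the difference was 48.1 (5 against 5, exact permutation p = 0.0159), and within the PATChIP form it was 40.7 (1 against 4, exact permutation p = 0.2, the smallest possible). SD_3, at 17.2, lay above RD_2, at 9.76, and was the only one of the 9 to score above any YD or RD mouse. The mean score was -3.57 ± 18.2 in SD, -18.1 ± 21.3 in CR and -35.3 ± 7.23 in HF (SD, n = 3 each). The numbers in the names of the YD libraries and RD_2 are consecutive, as are those of RD_1 and RD_3. No library of another diet is numbered among them, so the difference cannot be told apart from libraries made together. Component 1 follows the share of genes with a peak (Pearson r = -0.988), so this is not separate from the lower share in YD and RD.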

A distinct effect of the HF diet appears with an increase in the average signal on the TSSs of the most expressed genes, indicating an overall transcriptional activation of chromatin in liver cells by fat intake.

Focusing on differential sites, comparisons of the H3K4me3 signals within the promoter regions of the RD, YD, CR, and HF with respect to the SD reveal that the RD has an impact on a larger number of loci, affecting several signaling pathways, including the integrin-linked kinase signaling, which could be linked to the anti-inflammatory effect previously observed [14]. 

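At the level of genes, a gene was counted for a diet when a region gained or lost against SD lay within 1 kb of one of its TSSs. There were 1505 genes at gained and 46 at lost regions in HF, 658 and 124 in CR, 180 and 1120 in RD, and 22 and 2644 in YD. RD and YD shared 824 genes at lost regions, 73.6% of those of RD, and HF and CR shared 422 genes at gained regions. By the rule of at least 2 of 3 mice against none, 20 genes were gained or lost in all 4 diets. Of these, 10 were lost in all 4, 3 were gained in all 4 and 7 differed in direction. The 3 gained genes, named after their values were seen, were Slc25a38 on chromosome 9 from 120110374 to 120124504, Cep152 on chromosome 2 from 125563088 to 125625113 and EU599041 on chromosome 7 from 43214039 to 43226842 (mm10). All 4 comparisons use the same SD mice and are not independent of each other. With a peak in all 3 mice of one diet and none of the other, the number of shared genes was 0.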

Intersecting all the comparisons, no genes were found marked in common with the different non-standard diets together. 

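Comparing RD with YD directly, 3741 regions were gained in RD and 172 lost, of which 963 and 55 lay within 1 kb of a TSS of 1179 and 73 genes. No other split of these 6 mice gave as many regions, the largest other count being 3604 genome-wide and 871 at promoters. With the same number of highest-scoring peaks from each list, 737 regions were gained and 528 lost. With a peak in all 3 mice of one diet and none of the other, 489 regions were gained and 7 lost. The widest promoter region of this last kind gained in RD spanned the TSS of Gm13089 on chromosome 4 from 143696801 to 143705800 (mm10), with a mean peak width of 3933 bp in the RD mice. The widest lost spanned the TSS of Gm37388 on chromosome 18 from 36975201 to 36981200, with 2667 bp in the YD mice. The single widths were 3000, 6000 and 2800 bp at Gm13089 in RD_1, RD_2 and RD_3. They were 5200, 2000 and 800 bp at Gm37388 in YD_1, YD_2 and YD_3. Gm13089 also had a peak in 2 SD mice, 2 HF mice and 1 CR mouse. Gm37388 also had a peak in 2 SD mice, 2 CR mice and 1 HF mouse. Gm13089 was therefore lacking in YD rather than particular to RD, and Gm37388 lacking in RD rather than particular to YD. With peaks at or above the median score of their list, 2 more RD than YD mice had a peak at Gm13089 and 1 more YD than RD mouse at Gm37388. These are counts of presence, and the smallest exact p for a region remains 0.1 with 3 mice against 3.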

The straight comparison between the RD and YD to check the net effect of C3G identified only one gene. This resulted from a lower statistical power ascribed to the heterogeneity of YD profiles, which did not separate in the PCA from the RD profiles. Therefore, YD is also effective in regulating H3K4me3 distribution. However, the effect of C3G on H3K4me3 is highlighted by the overall GSEA using all the marked TSSs. Using this tool, several genes, in particular those related to amino acid metabolism, were found to be regulated by the RD vs. SD and the RD vs. YD. This effect of C3G was not shown by the CR and HF diets, suggesting a different action on H3K4me3 by C3G with respect to dietary changes in calories or macronutrient composition.

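The comparisons of other diets with SD in the hand-written lists were chosen after the data were seen. For CR against SD, the listed pyruvate genes with a peak differed by 1 gene (two-sided exact permutation p = 1) and the glycine, serine and threonine genes by -1.67 (exact permutation p = 0.9). For HF against SD, they differed by 7.33 genes (exact permutation p = 0.2) and 4.33 genes (exact permutation p = 0.1, the smallest possible). Among matched random lists, the pyruvate difference stood at the percentile 18.3 for CR and 43.2 for HF. The glycine, serine and threonine difference stood at 0.68 for CR and 41.1 for HF. In this list CR_1 had a peak at 13 genes, CR_2 at 23 and CR_3 at 25, against 20 to 24 in the SD mice. The negative CR difference therefore rests on CR_1. For YD against SD, the percentiles were 80.4 for pyruvate and 96.3 for glycine, serine and threonine.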

Methylation of histone tails is a fairly dynamic process and is maintained by histone-modifying enzymes, such as methyltransferases and demethylases. Notably, several polyphenols were found to inhibit lysine-specific demethylase-1 that regulates histone methylation, removing mono or dimethyl groups from methylated proteins, specifically H3K4 [36]. It is possible that C3G or its metabolites may directly affect histone-modifying enzymes.

In conclusion, the findings presented here demonstrate the effective role of dietary C3G consumption in regulating H3K4 trimethylation in the mouse liver, particularly within promoter regions.

## 4. Materials and Methods

### 4.1. Mice and Diets

Wild-type C57BL/6J female mice were generated at the mouse facility of the European Institute of Oncology, Milan, and maintained at the University of Milan in pathogen-free, controlled temperature, and relative humidity and light conditions (21 ± 1 °C, 50 ± 10%, 12 h light/12 h dark cycle). Food and tap water were supplied ad libitum, except for the CR cohort, which received a daily amount of a standard diet formula (4RF21, Mucedola srl, Settimo Milanese, Italy) sufficient to provide 70% of normal caloric intake.

Special diets were produced by replacing the maize content (29%) in the standard diet (4RF21, Mucedola srl, Settimo Milanese, Italy) with powder from seeds of the anthocyanin-rich *B1 Pl1* hybrid (Red diet, RD) or the near-isogenic anthocyanin-free *b1 pl1* yellow hybrid (Yellow diet, YD). The RD contained about 0.21 ± 0.01 mg/g anthocyanins. The SD, YD, and RD were equal in energy content (3.8 kcal/g), with 53.50% carbohydrate, 18.50% protein, 3% fat, and 6% fiber (Mucedola srl). The HF diet contained 20% protein, 20% carbohydrate, and 60% fat, with an energy content of 5.24 kcal/g (D12492, Research Diets). The body weight of mice and food consumption were controlled weekly.

### 4.2. PAT-ChIPSeq

At the end of dietary treatment, mice were sacrificed by cervical dislocation, and livers were washed in phosphate buffer (PBS) and incubated overnight at room temperature (RT) in 4% formalin solution. Formalin-fixed samples were then dehydrated by increasing the concentration of ethanol (from 70% to 100%) and subsequently embedded in paraffin.

Chromatin extraction was performed on four sections of formalin-fixed, paraffin-embedded (FFPE) tissues following the PAT-ChIP procedure [30]. Extracted chromatin was immunoselected with the anti-H3K4me3 antibody (Active Motif, Carlsbad, CA USA, #39159). The bound fractions were decrosslinked, and purified DNA was used for library preparation. Libraries were then sequenced in 50 bp single-read mode on a HiSeq 2000 sequencer.

### 4.3. Computational Pipeline

Reads were aligned to mm10 using “bwa.” Unmapped reads, reads with a MAPQ smaller than 1, duplicate reads, and those that mapped outside of chr 1–19 and Chr X were removed using “samtools.” Resulting alignment reads (stored in a standard BAM format) were converted into bed format using the “bamTobed” script of bedtools, and peak detection was performed with SICER2 software using the following parameters: fragment size = 200, window size = 200, gap size = 400, and FDR < 0.05. The quality of the samples was checked through ChipQC R package. Bedtools was also used to merge the peak files of each group prior to annotating them. The ChIPEnrich R package was used to assign the merged annotated promoters to a KEGG category. Differential binding analysis was performed by the Diffbind R package and differentially bound sites were identified among different conditions. Stringency in the analysis was obtained by creating a consensus dataset for each condition, including peaks that were present in at least two of the three samples of the considered group. Only DB sites with an FDR < 0.05 were considered.

The ChIPseeker R package was applied to annotate peak files and DB sites using the TxDb.Mmusculus.UCSC.mm10.knownGene R library, a comprehensive database showing gene predictions based on data from RefSeq, GenBank, CCDS, Rfam, and the tRNA Genes track (see https://genome.ucsc.edu/cgi-bin/hgTrackUi?db=hg19&g=knownGene). Venn diagrams were produced using VennDiagram R, while pathway analysis was conducted using the Ingenuity Pathway Analysis (IPA) software from QIAGEN. Pathways with an absolute z-score > 2 were considered significant.

For some analyses, BAM files of replicates from each group were merged using bamtools and indexed using samtools. Merged bam files were then used to generate a bigwig using deepTools bamCoverage with a bin size of 10 bp, BPM normalization (ChrX was ignored for normalization), and reads extended to 200 bp. Annotation of TSSs was restricted to the curated RefSeq set downloaded from the UCSC Genome Browser (https://hgdownload.soe.ucsc.edu/goldenPath/mm10/database/refGene.txt.gz). A list of expressed genes in mouse liver was downloaded from the EMBL-EBI Expression Atlas (https://www.ebi.ac.uk/gxa/experiments/E-GEOD-43721/Downloads). 

The signal around the TSSs was calculated for 1000 of the most expressed genes in mouse liver and 1000 unexpressed genes. The signal, calculated using deepTools computeMatrix, was reported as a mean signal in bins of 10 bp, with a range of ±5 kB around the TSSs. Missing data were treated as zero. The output was then plotted using plotHeatmap and plotProfile (deepTools).

Gene enrichment analysis was performed on the signals around the TSSs after annotation with the curated Refseq, taking into account the regions with a signal above 1 rpkm in at least one sample to avoid background noise (https://www.gsea-msigdb.org/gsea/index.jsp).

## Figures and Tables

**Figure 1:**
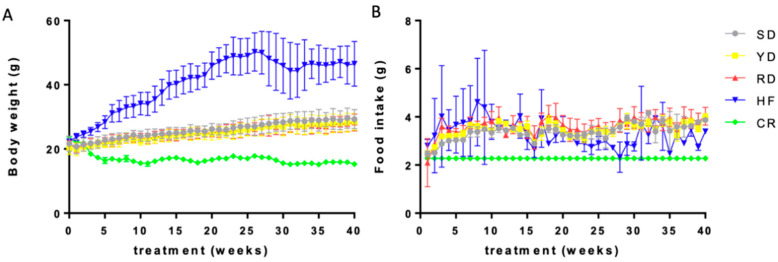
Weight gain and food consumption in different diets: Body weight of mice (**A**) and average daily food intake per mouse per week (**B**) for the different diets, SD, CR, HF, YD, and RD, as indicated by the color list.

**Figure 2:**
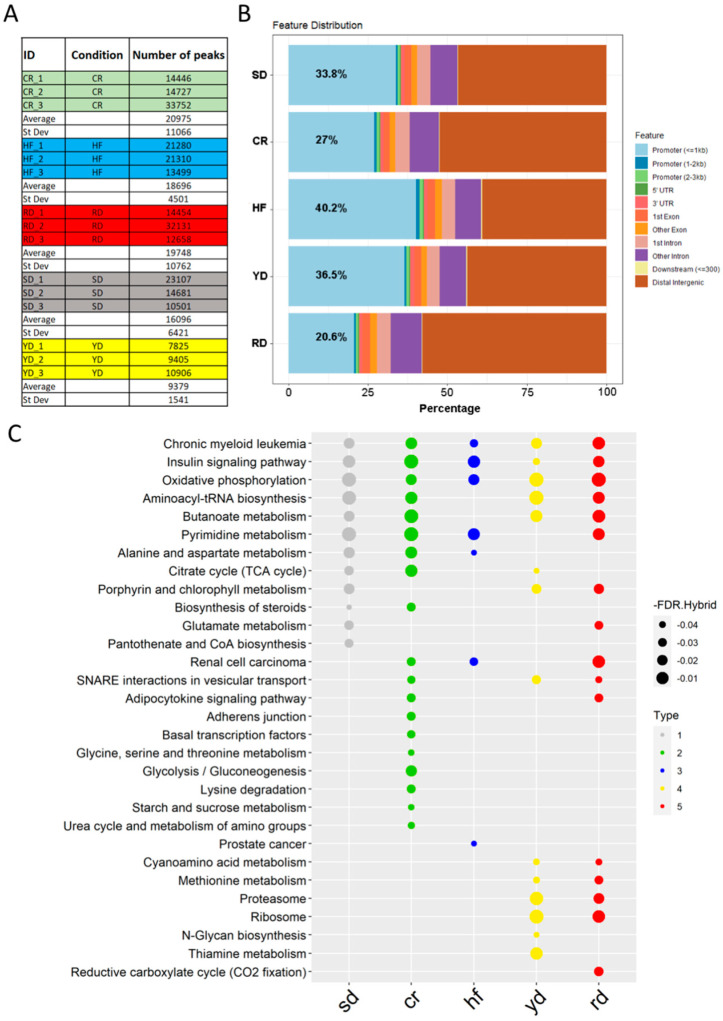
Diet-specific H3K4me3 peak distribution: (**A**) Number of read-enriched regions identified in the different samples. (**B**) Distribution of the identified peaks within genomic regions. (**C**) Gene function annotation of the genes marked by specific peaks following the different diets.

**Figure 3:**
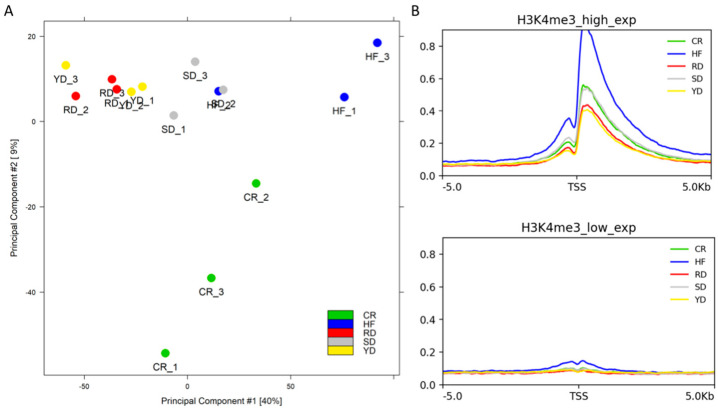
Heterogeneity of samples and average signal on the TSSs of the different diets: (**A**) PCA of all the samples analyzed, labelled by different colours following to the different dietary groups as indicated. (**B**) Average signal level found on the TSSs of 1000 high-expressed genes (upper panel) and 1000 low-expressed genes (lower panel).

**Figure 4:**
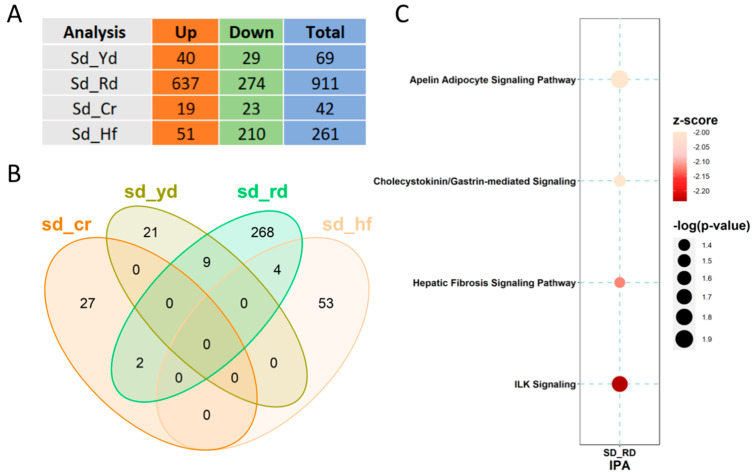
Comparisons of the H3K4me3 signals genome-wide and on promoters: (**A**) Comparison of the number of different peaks identified genome-wide by diet, as indicated. (**B**) Venn diagram of the promoter regions differentially marked with H3K4me3 by the different diets with respect to the SD. (**C**) IPA-identified pathways for the genes whose promoters are differentially marked by the RD.

**Figure 5:**
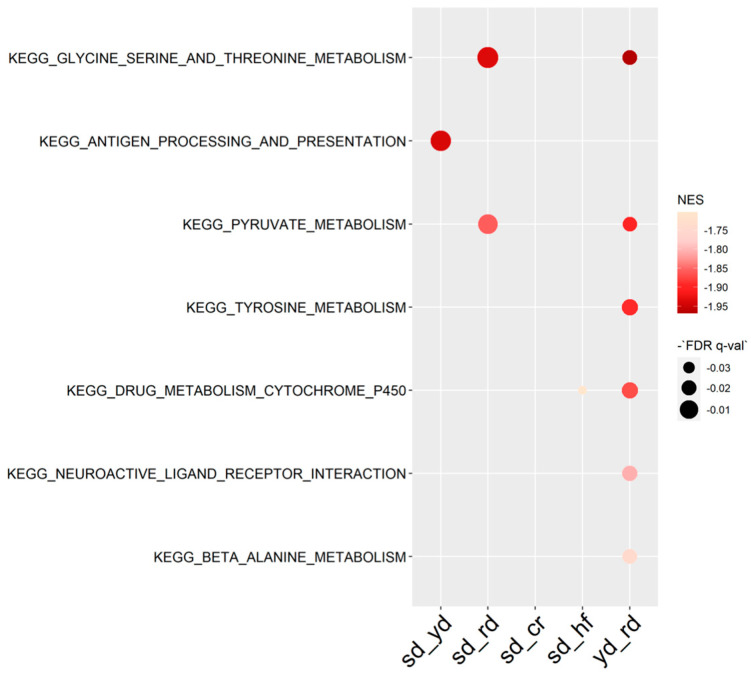
GSEA report on KEGG terms of H3K4me3 signal around the TSS.

## Data Availability

Chromatin immunoprecipitation sequencing data are accessible through the public repository GEO. Submission (GSE175781) [NCBI tracking system #22048599]. All the data that support the figures and other findings are available from the authors on request.

How the deposited data were processed for this re-analysis (not part of the article)

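H3K4me3 was measured by PAT-ChIP-seq in the livers of 15 mice, with 3 mice on each of 5 diets (SD, CR, HF, YD and RD) and 1 library per mouse. The deposited data are 15 lists of enriched regions, called peaks here and islands by SICER2, with the chromosome, start, end and score of each peak. The authors aligned single reads of 50 bp to mm10 with bwa and removed unmapped reads, reads with a MAPQ under 1, duplicates and reads outside chromosomes 1 to 19 and X. They called peaks in each library with SICER2 at a fragment size of 200 bp, a window of 200 bp, a gap of 400 bp and an FDR under 0.05. The score is the value the authors deposited for each peak, the sum over its enriched windows of minus the natural log of the Poisson probability of the read count. It is not scaled between libraries, so it was used only within a list.

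The diet and the replicate number of each mouse were taken from the sample labels. The replicate numbers also give the pairing used for the block tests, in which labels were permuted only among mice with the same number. Same-numbered mice of different diets are different animals. The library names take the form PATChIP in 5 libraries and ChIP in 10.

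Calculations were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The annotation was GENCODE M21 on chromosomes 1 to 19 and X, with 139486 transcripts of 53843 genes, of which 21755 are protein-coding. A peak was assigned to a promoter when a TSS lay within 1 kb of it. For the share of genes with a peak, protein-coding genes with a peak within 1 kb of any of their TSSs were counted.

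The reads behind each list were recovered from the scores of peaks that span a single window, 2 to 93 per library, with at least 2 steps of the score. An effective genome fraction of 0.74 was assumed. The result was within 0.00046 of a whole number of reads in all 15 libraries, and the lowest 3 steps gave the same read number in 10 of the 10 libraries that have more than 3 steps. The depth behind a single peak was not used here, so no interval for counting error is given, and errors are those between mice.

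Peaks of the 3 mice of a diet were merged where they overlapped or touched. PCA was computed on the centred presence or absence of a peak in 20170 regions present in at least 2 of 3 mice of at least 1 diet. Pairs of lists were compared by the Jaccard index of covered bases. Regions were counted as gained or lost between a pair of diets when at least 2 of 3 mice of one diet and no mouse of the other had a peak, and the count was repeated for all 10 splits of the 6 mice. Differences of means were tested by two-sided exact permutation tests over all assignments of the labels, with a threshold of 0.05. The mean within-diet Jaccard index and the correlations were tested with 100000 permutations, and correlations were adjusted by the Benjamini-Hochberg method over 5 relations. A comparison of 3 mice with 3 cannot give a two-sided exact p under 0.1.

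Gene lists for hepatocyte function (50 genes), pyruvate metabolism (35), glycine, serine and threonine metabolism (35) and ILK (8) were written by hand and are not the KEGG or IPA sets. Named regions were the 3 widest promoter regions gained and the 3 widest lost in RD against SD, by mean peak width, and the widest of each in RD against YD, among those with a peak in all 3 mice of one diet and none of the other. Named list genes were those with a peak at a TSS in all 3 mice of RD and no mouse of SD, or the reverse. Matched random lists held 10000 draws of genes with a peak in the same number of libraries, and random placements of peaks were made 20 times, all with a random seed of 7.

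The alternatives were the same number of highest-scoring peaks from every list (7825), peaks at or above the median score of their list, peaks at least 600 bp wide, TSSs within 3 kb or inside a peak, protein-coding or all genes, regions in any mouse or in at least 2 of 3 mice, a peak in all 3 mice, coverage of at least 50% of a region, chromosomes 1 to 19 alone, covered length, a log scale, the replicate block and the omission of each mouse in turn.

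The calculations were tested on simulated data. All 200 of 200 regions set as gained or lost were counted, and 3048 of 27393 regions without a diet effect were counted by chance under the rule of at least 2 of 3 mice, or 480 of 27393 under the rule of all 3 mice. The read number was recovered in 50 of 50 simulated lists, and the exact p matched that of scipy in 20 of 20 comparisons.

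Read counts, signal profiles at TSSs, DiffBind, ChIPEnrich, IPA and gene set enrichment of the signal were not used here, since each needs reads or gene sets beyond the lists. Weight, food intake and gene expression were not analysed here.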

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

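The tests given here of depth, list length, library names and GC content were chosen only after the result was seen, while those of score ranks were chosen before.

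Every HF library had a peak at a larger share of the protein-coding genes than every SD library, and every YD library at a smaller share, which is why the pair of diets is reported here. The HF and YD means differed by 28.4 percentage points (two-sided exact permutation p = 0.1, the smallest that 3 against 3 allow). Measured against the same SD mice, this is also the difference between the effects of the 2 diets, and the test cannot pass 0.05. Recovered reads and the share had a Pearson r of 0.000465 (permutation p = 0.999) and a Spearman rho of 0.232 (permutation p = 0.405) over the 15 libraries, with adjusted p of 0.999 and 0.549 over 5 relations. Without YD_1 and RD_2, r was 0.457 (permutation p = 0.118), and within the ChIP form of name it was -0.115 (permutation p = 0.747), so the value near 0 rests on those 2 libraries. At nearly equal depth the order was the same, with 54.6% in HF_1 at 9749186 reads, 43.0% in SD_2 at 9547841 reads and 26.5% in YD_2 at 9445807 reads, but this is 1 library per diet. A least-squares fit of the share on diet and reads gave differences at equal depth of 9.60 points for HF minus SD and 19.6 points for SD minus YD, against 11.6 and 16.8 points unadjusted. Without YD_1 and RD_2 they were 7.48 and 17.5 points, against 11.6 and 17.6 unadjusted. Depth therefore may account for part of HF above SD. The difference of SD above YD grew in the fit to all libraries and was nearly unchanged without YD_1 and RD_2. List length alone did not remove the difference, since HF still exceeded YD by 15.2 points with the same number of highest-scoring peaks from each list (exact permutation p = 0.1). The highest-scoring shares were 36.3% ± 2.61 in HF, 30.7% ± 2.28 in SD and 21.1% ± 5.53 in YD (SD, n = 3 each), with the lowest HF library (33.30%) barely above the highest SD library (33.28%). All SD and YD libraries have the ChIP form of name, so the form does not account for YD below SD. HF_1, the only HF library with the ChIP form, was above the highest SD library (43.1%) and exceeded the 9 other libraries of that form by 21.5 points (exact permutation p = 0.1, the smallest possible). Within the PATChIP form, HF exceeded the other libraries by 11.8 points (2 against 3, exact permutation p = 0.2), where 0.1 is the smallest p possible.

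Weaker enrichment could also leave peaks out of a list, and low-scoring peaks would then be missing first. Promoter regions with a peak in SD but not in YD had a median score rank of 48.8% within the SD lists, against 78.5% for shared regions. Those with a peak in HF but not in SD ranked at 34.1% within the HF lists, against 74.4%. A shared region ranked higher than a lacking one with a chance of 0.894 for SD and YD and 0.956 for HF and SD. The same held for SD and RD (0.889), CR and SD (0.892) and RD and YD (0.848), so that the ranks do not separate weak enrichment from a diet effect that acts on low peaks. The pattern cannot be told apart from weaker enrichment. For HF above SD, depth may account for a part, since the fits kept 9.60 or 7.48 of 11.6 points at equal depth. HF_1 (54.6% at 9749186 reads) and HF_2 (47.6% at 10176232) exceeded SD_1 (43.1% at 10714462) with fewer reads. HF_3 had more reads than any SD library. These values argue against depth as the whole explanation. For HF above SD, 1 library with the same form of name as SD is too few to exclude the form.

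Olfactory receptor genes, which the paper does not discuss, had a peak within 1 kb of a TSS at 105 genes in CR_3 and 151 in RD_2, above the largest number in any SD library, 57. A candidate explanation is background enriched in AT-rich sequence. In RD_2 the peaks at these genes had a mean GC content of 35.8%, against 49.6% for its promoter peaks. The mean ranged from 34.5% to 45.6% over the 15 libraries and was also low in libraries with few such peaks, 38.4% in SD_2 and 37.5% in YD_1. A low GC content of these peaks is therefore not particular to the libraries with many of them and does not tell background from other causes. RD_2 and CR_3 also had the most peaks away from promoters of all libraries, 24087 and 22329. SD_1 came next with 13613 such peaks and 57 of these genes, and HF_3 was lowest in both with 2461 and 2. The high numbers at these genes are therefore not separate from many peaks away from promoters. The pattern cannot be told apart from AT-rich background, and no biological explanation was tested, since only 1 mouse of each of these diets shows the high number.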

How the results depend on the processing

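The comparisons, their tests, the alternatives, the gene lists and the rule for named genes were set before the data were examined, and no tests given here were chosen only after the result was seen. Over all results and alternatives, 407 values were computed, of which 297 kept their direction and side of the threshold or stayed within the spread between mice. Among the others, 12 lost a p under 0.05, 2 gained one, 84 moved by more than the spread between mice or by more than a ratio of 1.5, and 12 reversed. Apart from the omission of 1 mouse, or of the mice with 1 replicate number from both diets compared, which gave 216 of these values, 124 of 191 were unchanged in this sense. Peaks at least 600 bp wide gave unchanged values for 42 of 43. This filter changed the lists little, with a YD difference in peak number of -9489 against -9500.2, so it is a weak test of stability. The alternatives with coverage of at least 50% of a region and with regions in any mouse were not run for the 2 comparisons by the Jaccard index, which does not use regions. Except where a value is given for it, the cause was not tested.

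The difference in peak number between YD and the other diets was -9500.2 with p = 0.064 under the replicate block (exact permutation test) and -22.8 Mb of covered length (exact permutation p = 0.108), both no longer under 0.05. It kept a p under 0.05 on the log2 scale (-0.93, exact permutation p = 0.0110), with peaks at least 600 bp wide and on chromosomes 1 to 19. Peaks at or above the median score keep the same share of every list, so this alternative could not move the result and shows no stability. The width filter, with a difference of -9489, changed the lists little and shows little stability. Across the 15 fits that each left out one mouse it ranged from -10263.8 to -8148.1, with exact permutation p from 0.0412 to 0.0989 and 9 of 15 under 0.05.

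The promoter share of merged peaks rose in all 5 diets when only high-scoring peaks or regions in at least 2 of 3 mice were kept. With the same number of highest-scoring peaks per list it was 71.9% in SD, 76.2% in CR, 87.4% in HF and 48.1% in RD, and with peaks at or above the median score 65.8% in SD, 55.7% in CR, 79.2% in HF, 57.6% in YD and 37.7% in RD. With regions in at least 2 of 3 mice it was 78.95% in SD, 71.7% in CR, 78.3% in HF, 75.6% in YD and 57.1% in RD. Leaving out one mouse gave from 39.2% to 55.9% in SD, 31.2% to 51.3% in CR, 44.5% to 56.5% in HF, 39.7% to 54.7% in YD and 25.1% to 38.5% in RD. RD was lowest under each alternative for the peaks kept and the TSS definition except the same number of highest-scoring peaks, where YD was lowest at 46.3%. HF was highest under each of these except regions in at least 2 of 3 mice, where SD was highest.

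Per library, the promoter share of HF exceeded that of the other diets by 23.9 points with the same number of highest-scoring peaks (exact permutation p = 0.0286). That of RD differed by -21.7 points with peaks at or above the median score (exact permutation p = 0.0418). Both were then under 0.05, unlike the main values. Over the alternatives other than the omission of a mouse, the exact permutation p ranged from 0.0286 to 0.232 for HF and from 0.0418 to 0.12 for RD. Without one mouse the difference ranged from 4.46 to 20.7 points for HF (exact permutation p from 0.0989 to 0.725). For RD it ranged from -20.1 to -9.76 points (exact permutation p from 0.0522 to 0.363).

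The first component of the PCA held 31.0% of the variance with peaks at or above the median score, 31.0% where a peak had to cover at least 50% of a region and 19.4% with regions in any mouse, and from 23.3% to 29.5% without one mouse. The second held 8.43% with the same number of highest-scoring peaks, 10.8% with peaks at or above the median score and 9.20% with coverage of at least 50% of a region, and from 10.2% to 15.5% without one mouse. The mean within-diet Jaccard index ranged from 0.239 to 0.279 without one mouse, with permutation p from 0.00481 to 0.225 and 12 of 15 under 0.05. It lost a p under 0.05 without any one of the HF mice. The excess of CR and HF over the other diets in this index stayed between 0.0722 and 0.139 without one mouse. The separation of YD from RD was -0.00876 with the same number of highest-scoring peaks, a reversal, and ranged from -0.0190 to 0.0248 without one mouse, reversing in 4 of 6 fits. The p of this separation cannot go below 0.1 with 6 mice.

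For the share of genes with a peak, the HF difference and that of RD and YD from SD and CR each kept their direction and a p under 0.05 under 5 of 5 alternatives. The replicate block gave p = 0.016 for HF and p = 0.00926 for RD and YD against SD and CR (exact permutation tests). The correlation of same-numbered mice was -0.0481. Without one mouse the HF difference ranged from 15.3 to 18.8 points (exact permutation p from 0.00275 to 0.0549), with the highest p without HF_1, and that of RD and YD from -16.3 to -12.6 points (exact permutation p from 0.00433 to 0.0108).

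Regions gained or lost against SD numbered 1438 in YD, 1706 in RD, 790 in CR and 761 in HF with the same number of highest-scoring peaks. They numbered 2170 in YD, 1658 in RD, 888 in CR and 936 in HF with peaks at or above the median score, and 805 in YD, 431 in RD, 200 in CR and 577 in HF with a peak in all 3 mice. Genome-wide, RD had the most regions in the main counts, with the same number of highest-scoring peaks, with peaks at least 600 bp wide and without replicate 1. YD had the most with peaks at or above the median score, with a peak in all 3 mice and without replicate 3, and HF with coverage of at least 50% of a region (3635) and without replicate 2 (2409). For RD against YD the numbers were 1265 with the same number of highest-scoring peaks, 1882 with peaks at or above the median score and 496 with a peak in all 3 mice. At promoters, the same number of highest-scoring peaks gave 988 in YD and 563 in HF, the median score 772 in HF, and a peak in all 3 mice 734 in YD, 247 in RD, 85 in CR and 465 in HF. Coverage of at least 50% of a region gave 1158 promoter regions in CR and 2316 in HF. Without one replicate number the counts ran from 1755 to 2764 in YD, 1462 to 2621 in RD, 997 to 1921 in CR, 1321 to 2409 in HF and 1435 to 2725 in RD against YD. At promoters they ran from 1347 to 2049 in YD, 716 to 1069 in RD, 318 to 872 in CR and 736 to 1791 in HF.

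The share of these regions that were gained depended on the peaks kept, and list length was not tested apart from score. It moved from 7.72% to 31.3% in YD, from 64.95% to 42.0% in RD, from 79.8% to 60.6% in CR, from 79.7% to 64.8% in HF and from 95.6% to 58.3% in RD against YD with the same number of highest-scoring peaks. At promoters it moved from 84.3% to 66.8% in CR and from 96.9% to 83.1% in HF. It moved less in YD (0.944% to 7.89%) and RD (15.6% to 11.3%). In RD it was 48.8% with peaks at or above the median score, 43.2% with a peak in all 3 mice, 41.7% with coverage of at least 50% of a region and 23.6% without replicate 2. In CR it was 93.6% without replicate 1 and 35.4% without replicate 3, and at promoters 95.3% with a peak in all 3 mice, 96.1% without replicate 1 and 45.3% without replicate 3. In HF it was 94.5% with a peak in all 3 mice and 89.7% without replicate 1, and in RD against YD 83.0% without replicate 2.

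In the pyruvate list, RD minus YD was -3.67 genes with the same number of highest-scoring peaks (exact permutation p = 0.1), a reversal, and ranged from -0.833 to 1.67 genes without one mouse, reversing in 3 of 6 fits. In the glycine, serine and threonine list it ranged from -2.83 to 1.67 genes, reversing in 3 of 6. The other list differences kept their direction under the alternatives run, with -11.8 to -6.83 pyruvate genes, -9 to -6 glycine, serine and threonine genes and -1.5 to -0.5 ILK genes for RD against SD without one mouse. Several named regions and genes lost part of their difference with fewer peaks or with the TSS required to lie inside a peak, as given at each.

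The lists limit the results to the presence of peaks, so that a change in height within a peak was not measurable. Recovered depth ran from 5589269 to 15449854 reads, and assuming a window p of 0.2 in SICER2, from 5.13% to 19.9% of windows pass by chance. The lowest score in a list ran from 14.5 to 26.8, with the highest values in YD_1 (26.8), RD_2 (23.3) and SD_3 (19.7), so that a weak peak is kept in one list and left out of another. No single region can pass an FDR of 0.05 with 3 mice against 3. By chance the rule of at least 2 of 3 mice counted 3048 of 27393 simulated regions.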

Differences from the paper's values

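All alternatives named here were set before the data were examined, and the tests of CR against SD in the gene list were chosen only after the result was seen.

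The first component of the PCA of peak presence held 24.3% of the variance, against the paper's 40%. Of the alternatives set before the data were examined, the values fell within a ratio of 1.5 of the paper's with peaks at or above the median score of their list (31.0%), with peaks covering at least 50% of a region (31.0%), without CR_1 (26.8%), without RD_1 (26.9%) and without RD_2 (29.5%). The other alternatives, the same number of highest-scoring peaks (25.6%), peaks at least 600 bp wide (24.2%), regions in any mouse (19.4%) and the omission of any other mouse, did not.

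The second component held 14.2%, against the paper's 9%. The values came within a ratio of 1.5 of the paper's, or within the replicate SD, with the same number of highest-scoring peaks (8.43%), peaks at or above the median score (10.8%), peaks covering at least 50% of a region (9.20%), without HF_3 (13.3%) and without RD_2 (10.2%). With peaks at least 600 bp wide (14.1%), regions in any mouse (15.4%) and the omission of any other mouse they did not.

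The merged promoter shares were within a ratio of 1.5 of the paper's values. With TSSs inside a peak they were 40.1% in HF and 20.6% in RD, and with TSSs of protein-coding genes 39.9% in HF and 20.7% in RD, against the paper's 40.2% and 20.6%.

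The paper describes replicates of CR and HF as more variable and those of SD, YD and RD as less so. Here the HF lists were the most alike by the Jaccard index (0.374) and the YD (0.215) and RD lists (0.167) the least. This index is limited where lists differ in covered length, as in RD, with 101 Mb in RD_2, 24.9 Mb in RD_1 and 21.8 Mb in RD_3. The low RD value is therefore no plain measure of the agreement of replicates. On the first 2 components, the distance between replicates was largest in CR (43.2) and smallest in YD (9.61), and that of HF (26.6) was below those of SD (33.9) and RD (34.6).

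The paper ranks RD first in the number of promoters that differ from SD. By presence of peaks, YD had the most (2118 regions), followed by HF (1322) and RD (1067). With the same number of highest-scoring peaks from each list RD came first (1038 against 988 in YD), and without replicate 2 HF came first (1791 against 1559 in YD). These are counts of presence without a test per region, while the paper counts sites at an FDR under 0.05.

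The paper finds no differentially bound gene common to the diets. By presence in at least 2 of 3 mice against none, 20 genes were common to all 4 comparisons with SD, and with a peak in all 3 mice of one diet and none of the other the number was 0. These counts carry no test per gene, unlike the paper's sites at an FDR under 0.05.

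The paper finds a single gene that differs between RD and YD. By presence in at least 2 of 3 mice against none, 1018 promoter regions differed, and 243 did with a peak in all 3 mice of one diet and none of the other. The paper counts sites at an FDR under 0.05, while these are counts of presence without a test per region. No single region can pass that FDR here, and other splits of the same 6 mice gave 643 to 871 promoter regions. These counts therefore do not contradict the single gene.

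The paper states that the effect seen with RD on its metabolic pathways was absent in CR and HF. In the hand-written glycine, serine and threonine list, CR differed from SD by -1.67 genes (two-sided exact permutation p = 0.9), at the percentile 0.68 of matched random lists. The other comparisons of this kind stood at percentiles inside the central 95%, with 41.1 for HF in the same list, and 18.3 for CR and 43.2 for HF in the pyruvate list. The CR difference in the glycine, serine and threonine list rests on CR_1, with a peak at 13 genes. CR_2 had 23 and CR_3 25, against 20 to 24 in the SD mice, so it is no firm departure from the paper.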

Other observations

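All tests given here were chosen only after the result was seen, except the counts of splits and the omission of YD_1 from the difference in peak number.

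The lower number of peaks in YD was set against 4 technical explanations. The YD libraries had on average 1491162 more reads than the others (two-sided exact permutation p = 0.402). Without YD_1 the difference was -694978 reads. RD_1, RD_3, CR_3 and CR_1, with 5589269 to 9318315 reads, had 12658 to 33752 peaks. Each had fewer reads than YD_2 (9445807) and more peaks than the longest YD list (10906). SD_3, with 6541539 reads and 10501 peaks, had fewer peaks than YD_3 and more than YD_2 (9405). These values argue against lower depth as the whole explanation, but a part is not excluded. A higher score threshold in the deepest library, YD_1, may account for part of its short list, but without YD_1 the difference was -8723 peaks, 91.8% of its size with all mice (exact permutation p = 0.0989). Within the ChIP form of name the difference was -11779.9 peaks (exact permutation p = 0.0583). Libraries made together could share a low yield, and the numbers in the names of the YD libraries are consecutive. RD_2, numbered next to them, had 32131 peaks, against 10906 in the longest YD list, and 1 library cannot exclude such an effect. The pattern cannot be told apart from libraries made together, and lower depth in YD_2 and YD_3 is not excluded as a part of it.

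The lowest merged promoter share, that of RD, was set against 3 technical explanations. The longest RD list, RD_2, has many peaks away from promoters, but with the longest list of every diet left out RD was still the lowest, at 38.5% against 51.3% in CR, the next lowest. Peaks away from promoters had a mean GC content below that of the genome (41.8%) in 14 of 15 libraries, with 37.6% in RD_2, 37.4% in CR_3 and 46.5% in HF_3. The number of peaks away from promoters and their GC content had a Pearson r of -0.572 (permutation p = 0.0464) and a Spearman rho of -0.586 (permutation p = 0.0243), with adjusted p of 0.116 and 0.0607 over 5 relations. Without CR_3 and RD_2, r was -0.442. Within the ChIP form of name r was -0.787 (permutation p = 0.0031) and rho -0.673 (permutation p = 0.0398). AT-rich background is therefore a candidate explanation that these values do not settle. Of the peaks of RD_2 away from promoters, 59.4% overlapped a peak of another diet, against 13.8% after random placement, so they were not all placed at random. This share was the lowest of the 15 libraries, with 62.3% in CR_3, 62.8% in RD_1 and 65.3% in RD_3, against 67.3% to 85.4% in the SD, HF and YD libraries, so scattered background in part of the peaks is not excluded. The peaks of RD_2 away from promoters lay inside genes in 23.3% of cases, against 49.7% after random placement. The RD pattern cannot be told apart from AT-rich or scattered background.

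The number of peaks away from promoters and the promoter share had a Pearson r of -0.796 (permutation p = 9e-05, adjusted 0.00045) and a Spearman rho of -0.832 (permutation p = 0.0003, adjusted 0.0015) over 15 libraries. Without CR_3 and RD_2, r was -0.701, and within the ChIP form of name it was -0.821 (permutation p = 0.00214). The share is computed from the same peaks, so the measures are not independent. Recovered reads and the promoter share had a Pearson r of 0.00261 (permutation p = 0.993) and a Spearman rho of 0.168 (permutation p = 0.549), 0.242 without YD_1 and RD_2 for r, and -0.131 (permutation p = 0.711) within the ChIP form.

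Fewer genes with a peak altogether could lower the counts in the gene lists. Among random lists matched on the number of libraries with a peak, the difference between RD and SD stood at the percentile 2.99 for the pyruvate list, inside the central 95% of random lists, and at 2.2 for the glycine, serine and threonine list, outside it. Between RD and YD, where RD lists mark more genes altogether, the percentiles were 0.56 and 0.07. These are 4 of 15 comparisons of lists made, without adjustment for their number. Weaker enrichment and library names were not tested for these lists, so no biological explanation is drawn.

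Counts of gained and lost regions were compared with those from other splits of the same 6 mice. Of the 4 splits that part all 3 same-numbered pairs, as the split by diet does, the number with as many regions, the real one included, was 1 for YD, 3 for RD, 3 for CR, 1 for HF and 1 for RD against YD. At promoters it was 1, 1, 2, 1 and 1 in the same order. The 6 other splits part only 1 such pair, and of these 0, 2, 2, 1 and 0 gave as many regions genome-wide and 0, 1, 1, 0 and 0 at promoters. With 4 or 10 splits no share under 0.05 can be reached, so these counts cannot be told apart from an accidental grouping of the mice.

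The mean covered length was 33.9 Mb in SD, 42.1 Mb in CR, 42.2 Mb in HF, 19.1 Mb in YD and 49.4 Mb in RD, and RD_2 alone covered 101 Mb, with a widest peak of 109600 bp. PATChIP-named libraries differed from the others by -1937.4 peaks (two-sided exact permutation p = 0.676), 10.6 points in promoter share (exact permutation p = 0.206) and 7.19 points in the share of genes with a peak (exact permutation p = 0.246).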
